A study of Mus musculus with 14 samples.

How the data were processed

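Single-cell RNA sequencing was done on whole spinal cords of mice aged 115 to 120 days in 14 libraries, which the labels put in 4 groups. SOD1 (3 libraries) carried the mutant human SOD1 transgene used as a model of amyotrophic lateral sclerosis, Clec7aKO (4) lacked the myeloid receptor gene Clec7a, SOD1_Clec7aKO (4) had both alterations, and nTg (3) had neither. A library is named by its group and the replicate number in its label. The labels also give each library a running number from 1 to 16 across groups, called the library number here. The sex of the animals was read only as a covariate from Xist.

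Per the labels' protocols, cords were perfused and dissociated with enzymes at warm temperature, myelin was removed with beads, cells were captured on the 10x Chromium system with 3' chemistry, and the libraries were pooled before sequencing. The deposited values were raw counts of unique molecular identifiers (UMIs) for 55335 genes in each barcode, one matrix per library, with no normalization by the authors. The aligner, its version, the genome build, the annotation and the rule by which the authors called cells are not stated in the labels. The lowest UMI count of a deposited barcode lay between 500 and 511 in each library. Gene positions were taken from the GENCODE vM21 annotation of GRCm38, in which 54587 of the 55335 versioned gene identifiers of the files were found, and 55154 without their version. Counting could have split reads between near-identical genes, and whether it used strand is not stated in the labels. No cell types were taken from the authors, so the classes below were rebuilt and can differ from theirs. No columns of other samples were present (0 left out).

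Barcodes with at least 500 genes, at least 1000 UMIs and at most 15% of UMIs from mitochondrial genes were kept. In each library the cells with the highest Scrublet scores (2 simulated doublets per cell) were removed as doublets, at 0.8% per 1000 barcodes, which marked 2.49% to 9.90% of the barcodes. The steps removed 7127 barcodes for low depth, 4963 for mitochondrial share and 7046 as doublets, and left 89756 of 108892. Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 1.0 gave 28 clusters (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0). No integration across libraries was applied.

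A cluster was named "X-like" after the class whose fixed markers had the highest mean log2 fold over the lower quartile of all clusters, with 5 CPM (counts scaled to a total of 1e+06) added, provided at least 3 markers were detected, their mean fold was at least 2 and no other class had more of its markers among the leading 10 genes. Clusters with a median depth under 1/3 of the library median and no marker among these genes stayed unnamed. A cluster with a second class above a log2 fold of 5.0 stayed unnamed, and this threshold was set after the data were seen. It kept out 1 cluster of 3686 cells with endothelial and mural markers (log2 fold of the mural markers 5.80). That cluster held 5.55% ± 0.983 (SD, n = 3) of the cells in nTg, 6.16% ± 0.619 (n = 4) in Clec7aKO, 3.21% ± 0.263 (n = 3) in SOD1 and 2.44% ± 0.675 (n = 4) in SOD1_Clec7aKO. Below, class names stand for the "X-like" clusters.

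UMIs were summed per library and class and tested across libraries with edgeR 4.0.16 (R 4.3.3), using TMM factors, filterByExpr, a quasi-likelihood fit of all 14 libraries with a term per group, two-sided tests and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. All 4 groups were fitted together because 3 or 4 animals per group give few degrees of freedom. Besides microglia, the 3 named classes with the highest median number of cells and at least 20 cells in every library were tested, namely endothelial cells, ependymal cells and astrocytes. Adjusted p-values of genes in the text are from this edgeR test. CPM are relative to the TMM-scaled UMIs of the class and given as mean ± SD over libraries. Log2 fold changes are those of the fit and depend on edgeR's prior count for genes near 0 UMIs. The SE given with a gene's log2 fold change is its absolute value over the square root of the quasi-likelihood F statistic. It was thus derived from the test and is not a standard error reported by the fit. The least level that can be told from 0 in a library was set at 3 UMIs. Intervals and such floors cover counting error only.

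Lists of homeostatic (13 genes), disease-associated (24), inflammatory mediator (27), interferon response (25) and phagocytosis (38) genes, with a list of 22 dissociation stress genes, were tested in microglia with camera (preset correlation 0.01, limma 3.58.1) on the same fit, two-sided and adjusted over 15 tests (5 lists, 3 contrasts). Clec7a was in none of them, and fry served as the alternative. Shares of cells were compared with two-sided exact permutation tests, where p is double the smaller tail. For the share of microglia high in disease-associated genes (DAM-high), each cell was thinned to 1000 UMIs, and a cell was high when its UMIs from the list exceeded the 95th percentile of pooled nTg microglia. Microglia had at least 1000 UMIs by the filter, so 0 cells were left out. Intervals of shares are 95% Wilson intervals.

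Genes were named by a rule. Clec7a was always named. Per microglia contrast up to 5 higher and 5 lower genes with the largest absolute log2 fold change were named among those with an adjusted p under 0.05, a mean of at least 20 CPM over all libraries and no overlap between the libraries of both groups. In the other classes it was up to 3 and 3. Members of the lists could be named with their list, and symbols of the form Gm with digits or ending in Rik were counted but not named. Other genes are said to have been chosen after their values were seen. The groups, tests, lists, markers, naming rule of genes and alternative settings were fixed before the data were examined.

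Each step across genes was tested on simulated counts with the real means and library sizes and 200 changed genes. For SOD1_Clec7aKO minus SOD1 in microglia (16736 genes simulated), 98 of 196 changed genes that were tested were recovered, 56.1% at a log2 change of 1 and 86.2% at 2. The share of calls that were false was 8.41% there, and no changed gene was called in the wrong direction. For the interaction in microglia (16736 genes simulated) 26.0% of changed genes were recovered, 9.23% at a log2 change of 1 and 68.2% at 2. For Clec7aKO minus nTg in microglia (16736 genes simulated) it was 37.1%, with 33.8% at 1 and 75.4% at 2.

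Total UMIs ranged from 28819852 to 141204910 per library and those of microglia from 10864284 to 100317229. At these depths, 95% Wilson intervals of a library's microglia share extended at most 1.74 percentage points to either side, less than the spread between libraries of a group. Libraries of one group were compared as possible duplicates, and the chi-square of their counts over its degrees of freedom was 17.0 to 439 in the 18 pairs, so each library counted as 1 replicate.

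Replicate numbers recur across groups, and no label says that a number marks a shared litter or day. Deviations from the group means were therefore correlated between libraries with the same number. In endothelial cells all 3 pairs of SOD1 and nTg libraries had a correlation over 0.1 across genes (0.147 to 0.183), and so had all 4 pairs of SOD1_Clec7aKO and Clec7aKO (0.109 to 0.383), a contrast not tested there. For the former the fit with the replicate number as a block is given beside the result.

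The alternative settings were RLE size factors, DESeq2 1.42.0, no filter on low counts, only both compared groups in the fit, the replicate block, Xist as a covariate (sex is not given in the labels), the dissociation stress list as a covariate, leaving out genes over 20 times higher in another class, fry, no removal of doublets, at most 5% mitochondrial UMIs, at least 200 genes with no UMI minimum, Leiden resolution 0.5, microglia without the cell-cycle cluster, the 90th percentile or no thinning for DAM-high cells, other denominators and edgeR for shares, and leaving out each library in turn. The library number as a covariate, libraries 1 to 4 as a block, the Clec7a effect over both SOD1 genotypes, the disease-associated UMIs per cell, the interaction of the lists and the stratified Clec7a effect on the microglia share were added after the data were seen. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.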

Results

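The transcriptomes of single cells from the whole spinal cord were measured in 14 mice at mid-disease stage, with 3 SOD1, 4 SOD1_Clec7aKO, 3 nTg and 4 Clec7aKO libraries. The design text of the study asks how the myeloid receptor Clec7a (also called Dectin-1) regulates the immune responses of microglia in a mouse model of amyotrophic lateral sclerosis, and its title names microglial neuroinflammation and phagocytosis. The files held 108892 barcodes, from 3096 in SOD1_Clec7aKO_4 to 12367 in SOD1_Clec7aKO_1. Total UMIs ranged from 28819852 in SOD1_Clec7aKO_4 to 141204910 in SOD1_2. The median barcode of a library had between 5190.5 UMIs in Clec7aKO_4 and 14886 in SOD1_3, and median mitochondrial shares lay between 0.889% and 4.60%.

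After filtering, 89756 cells remained, from 2558 to 10264 per library, in 28 clusters. Of these, 52368 cells (1013 in nTg_3 to 7552 in SOD1_Clec7aKO_2) lay in 10 microglia-like clusters. Several of the microglia-like clusters were led by immune or stress genes. One of 9218 cells was led by Olr1, Acod1, Cxcl2, Ptgs2 and Il1b, one of 2282 cells by Ifit2, Ifnb1 and Cxcl10, one of 889 cells by H2-Aa and Cd74, one of 4897 cells by Gpnmb and Atp6v0d2, and one of 1428 cells by the cell-cycle genes Mki67 and Top2a. These 5 clusters had no microglia marker among their leading 10 genes and were named by the mean of the 12 microglia markers, all detected. In the cluster of 4897 cells, Ms4a7, a marker of border-associated macrophages, was among the 10 genes leading against all other cells. It was not among the leading 10 genes counted in the naming. The mean log2 fold of that cluster was 3.84 for microglia and 0.93 for border-associated macrophages. The class of the 889 cells is the least certain, as the mean log2 fold was 4.24 for microglia and 3.66 for B cells. At Leiden resolution 0.5 no microglia-like cluster was led by H2-Aa and Cd74, and a cluster of 1153 cells with both among its leading 10 genes was named border-associated macrophages (603 cells in the main clusters). No call changed at that resolution. All were kept as microglia, so that groups were compared over the whole class.

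Clec7a was examined first as a check of the labels. In the annotation it lies on chromosome 6 from 129461591 to 129472779 (GRCm38, ENSMUSG00000079293.11), where it is typed as a polymorphic pseudogene. Clec7a in microglia stood at 985 ± 87.1 CPM in SOD1 (SD, n = 3), 53.3 ± 29.0 in nTg (n = 3), 3.08 ± 0.819 in SOD1_Clec7aKO (n = 4) and 1.43 ± 0.722 in Clec7aKO (n = 4). The 3 SOD1 libraries had 885, 1038 and 1033 CPM, and the 3 nTg libraries had 45.6, 28.9 and 85.3. In SOD1_Clec7aKO the libraries had 1.95, 3.54, 3.06 and 3.799 CPM, and in Clec7aKO 0.743, 2.45, 1.25 and 1.30. Over all barcodes, Clec7a had 57449 to 101134 UMIs in a SOD1 library, 755 to 1767 in an nTg library, 74 to 240 in a SOD1_Clec7aKO library and 33 to 110 in a Clec7aKO library, so every library fell on the side that its label gives. The knockouts were not at 0, and all 8 lay above the level of 3 UMIs, which corresponded to 0.276 CPM or less. By edgeR's quasi-likelihood test, Clec7a was higher in SOD1 than in nTg (log2 fold change 4.21, SE 0.42, adjusted p 6.2e-06), lower in SOD1_Clec7aKO than in SOD1 (-8.34, SE 0.45, adjusted p 2.9e-07) and lower in Clec7aKO than in nTg (-5.20, SE 0.42, adjusted p 5.9e-05). The remaining UMIs were higher in SOD1_Clec7aKO than in Clec7aKO (log2 fold change 1.07, SE 0.38, edgeR adjusted p 0.0319), a call lost in 8 alternatives. In 7 of these a single library was left out (SOD1_1, SOD1_Clec7aKO_2, SOD1_Clec7aKO_3, SOD1_Clec7aKO_4, Clec7aKO_1, Clec7aKO_3 or Clec7aKO_4), which gave edgeR adjusted p-values from 0.0503 to 0.105.

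**Figure D1:**
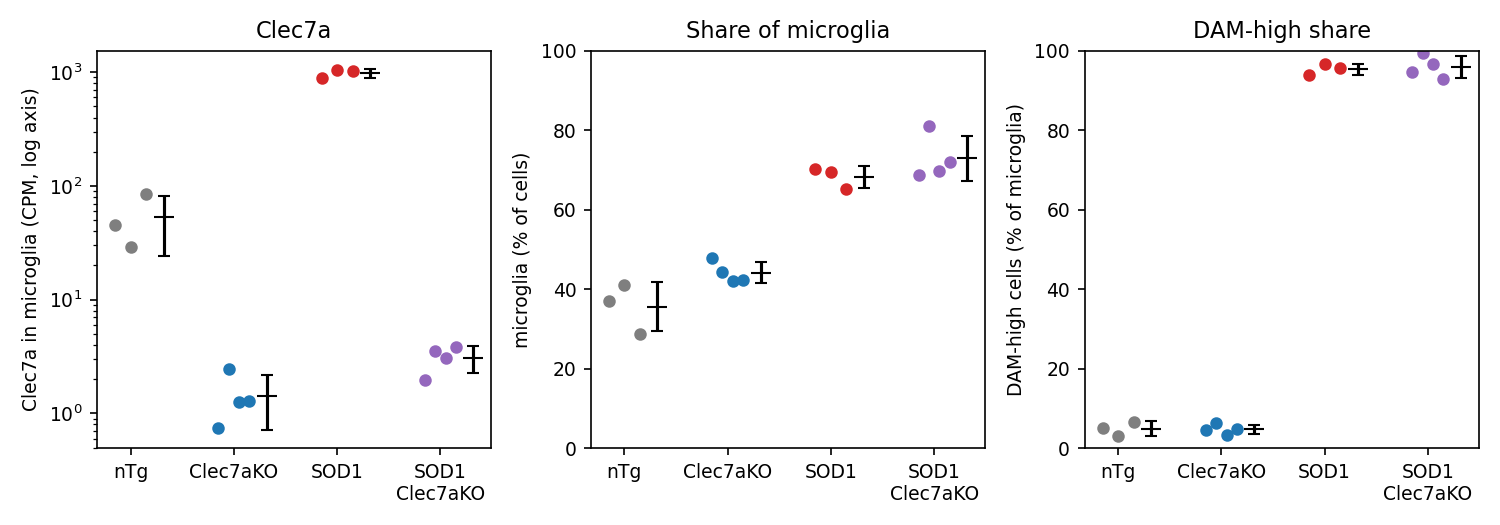
Clec7a in microglia (CPM, log axis), microglia in percent of cells and DAM-high cells in percent of microglia in each library (points), with mean ± SD per group. Clec7a averaged 985 CPM in SOD1, 53.3 in nTg and 3.08 and 1.43 in both knockout groups, while microglia made up 68.2% and 72.9% of cells in both SOD1 groups and 35.6% and 44.1% in the others.

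Sex is not given in the labels. Over all barcodes Xist exceeded the Y-linked Ddx3y in nTg_1, nTg_3, Clec7aKO_3 and SOD1_Clec7aKO_4, and in none of the SOD1 libraries, so that the contrast of SOD1 with nTg also differed in this respect. Sod1 UMIs in microglia stood at 2105 ± 453 CPM in SOD1 (n = 3) and 2726 ± 394 in SOD1_Clec7aKO (n = 4), against 66.9 ± 21.9 in nTg (n = 3) and 65.0 ± 23.0 in Clec7aKO (n = 4). All features were mouse genes, so transcripts of the human transgene had no feature of their own.

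The first comparison asked how microglia change with the SOD1 transgene. Of 16736 genes tested in microglia, 3282 were higher and 2187 lower in SOD1 than in nTg at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). At an unadjusted p under 0.05 there were 7310 genes, and DESeq2 called 3226 higher and 2714 lower, of which 5328 were called by both tools. The libraries of both groups did not overlap in 53.7% of all tested genes, where chance gives 10%, and in 5364 of the 5469 called genes. Of the called genes, 862 had a CPM over 20 times higher in another class, the limit used here for free RNA. The alternative that moved the count most, apart from leaving out libraries, was Xist as a covariate, with 3535 genes. Leaving out single libraries gave 3850 to 5889 genes. The library numbers were 1, 5 and 6 in SOD1 and 8, 9 and 12 in nTg, without overlap. A difference that follows this number could therefore contribute to this contrast, in microglia and in the other classes. The numbers of SOD1_Clec7aKO (2, 3, 13 and 15) and Clec7aKO (4, 7, 10 and 16) were interleaved.

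Among the 2238 genes eligible for naming, the highest increases were in Gpnmb (chromosome 6, 49036546 to 49070929), from 0.812 ± 0.882 CPM in nTg to 476 ± 72.0 in SOD1 (n = 3 each; log2 fold change 9.34, SE 0.81, edgeR adjusted p 1.7e-06), and in Ms4a7 (chromosome 19, 11321039 to 11336146), from 0.383 ± 0.381 to 66.6 ± 28.0 CPM (7.56, SE 0.60, edgeR adjusted p 9.3e-07). Ms4a7 was 12.7 times higher in border-associated macrophages, whose markers include it. Igf1 (chromosome 10, 87858265 to 87937042) rose from 2.41 ± 1.75 to 435 ± 53.3 CPM (7.49, SE 0.62, edgeR adjusted p 1.3e-06). Spp1 (chromosome 5, 104435118 to 104441050) rose from 77.7 ± 51.4 to 6460 ± 797 CPM (6.38, SE 0.77, edgeR adjusted p 3.4e-05). Cxcl1 (chromosome 5, 90891241 to 90893115) rose to 50.3 ± 56.7 CPM from 0.426 ± 0.154, with a spread in SOD1 as large as its mean (6.79, SE 1.24, edgeR adjusted p 0.000897).

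Among the decreases named by the same rule, Xist (X chromosome, 103460366 to 103483254) passed with a log2 fold change of -14.19 (SE 5.21, edgeR adjusted p 0.0493). Of the nTg libraries, 2 had Xist above Ddx3y, and of the SOD1 libraries none. Its call was lost in 10 alternatives, 7 of which left out a library (any SOD1 or nTg library, or Clec7aKO_2; edgeR adjusted p 0.0505 to 0.136). Gp9 (chromosome 6, 87778072 to 87779768) fell from 33.7 ± 0.586 CPM in nTg to 4.72 ± 2.27 in SOD1 (-2.84, SE 0.45, edgeR adjusted p 0.000303). Gimap6 (chromosome 6, 48701582 to 48708225) fell from 45.8 ± 10.2 to 7.94 ± 1.49 CPM (-2.53, SE 0.26, edgeR adjusted p 7.9e-06), and was 26.7 times higher in T and NK cells. Crybb1 (chromosome 5, 112255815 to 112269585) fell from 145 ± 22.0 to 25.5 ± 16.6 CPM (-2.51, SE 0.43, edgeR adjusted p 0.000552), and Slc2a5 (chromosome 4, 150119283 to 150144169) from 131 ± 11.2 to 24.7 ± 2.50 CPM (-2.41, SE 0.39, edgeR adjusted p 0.000326). Gp9 and Spp1 in Clec7aKO_4 and Slc2a5 in SOD1_Clec7aKO_1 lay far from the other libraries of their groups.

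All 5 gene lists differed between SOD1 and nTg microglia by camera and fry, with medians and tests that kept one direction. The median log2 fold change of the 24 disease-associated genes was 3.20 (camera adjusted p 2.8e-44, over 15 list tests). All 24 were called higher, both over all genes and adjusted over the list alone. The interferon response list had a median of 2.27, with 22 of 25 members called higher (camera adjusted p 4.7e-10). The inflammatory mediator list had a median of 1.37 over 26 tested members, of which 11 were called higher (camera adjusted p 0.000469, and 5.3e-15 to 0.00319 over its alternatives), and the phagocytosis list one of 0.48 over 35 tested members, of which 17 were called higher and 1 lower, or 19 and 1 adjusted over the list alone (camera adjusted p 6.3e-05). The homeostatic list fell, with a median of -0.96 (camera adjusted p 0.0005), 7 of 13 members lower, or 8 adjusted over the list alone, and Fcrls higher (log2 fold change 1.79). Within it P2ry12 changed by -2.01 and Tmem119 by -1.67. Under fry, adjusted the same way, all 5 calls held, with the highest adjusted p for the inflammatory mediators (0.0400). For the inflammatory and interferon lists, 4 of 10 splits of these libraries gave as small a camera p. Their camera p-values therefore do not measure the spread between animals. For the homeostatic, disease-associated and phagocytosis lists it was 1 of 10, the real split. Within the SOD1 group, SOD1_1 lay below the other two libraries in the inflammatory list (mean log2 CPM 6.75 against 8.16 and 7.83) and in the interferon list (4.71 against 6.07 and 6.17).

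**Figure D2:**
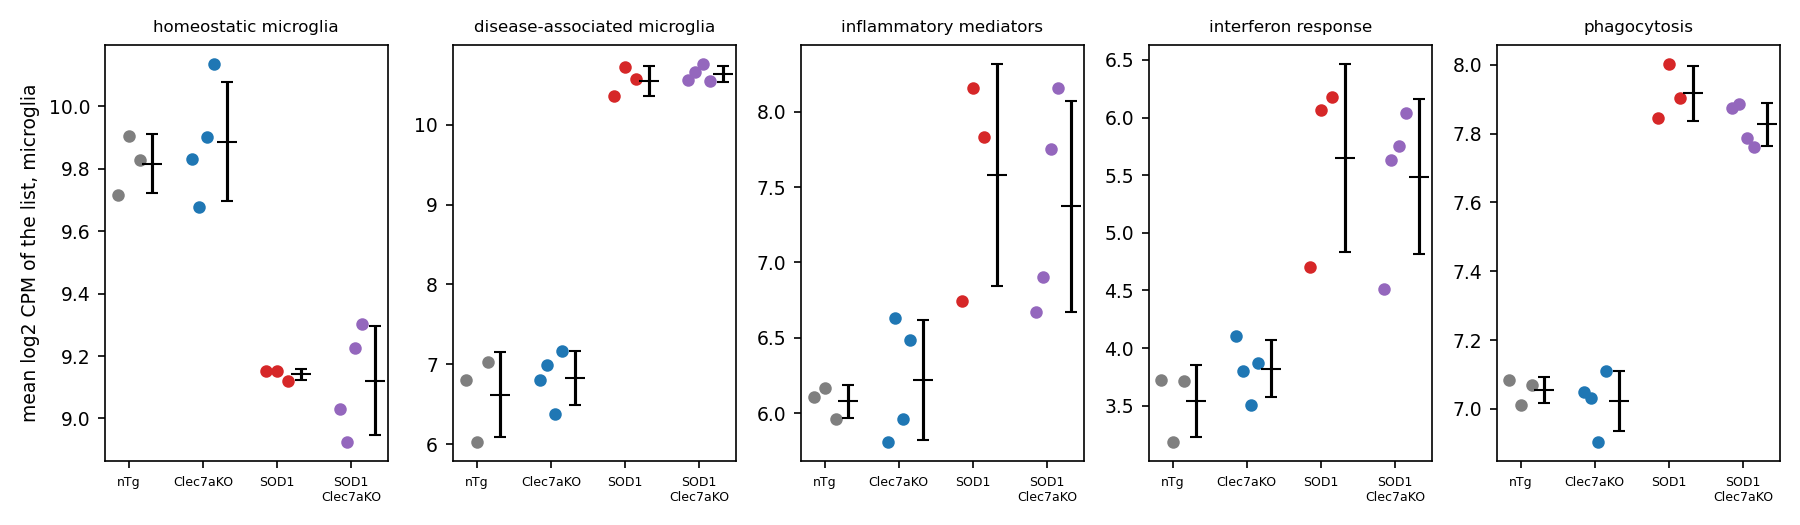
Mean log2 CPM of the members of each fixed gene list in microglia per library (points), with mean ± SD per group. The disease-associated list separates both SOD1 groups from the others, with a median log2 fold change of 3.20 between SOD1 and nTg. SOD1_Clec7aKO and SOD1 libraries overlap in all 5 panels.

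The second comparison asked what the absence of Clec7a changes in microglia of mice with the transgene. Of 16736 genes, 1 was higher and 2 were lower in SOD1_Clec7aKO than in SOD1 (edgeR adjusted p under 0.05), against 1880 at an unadjusted p under 0.05 and 23 higher and 17 lower by DESeq2. The libraries of both groups did not overlap in 8.92% of genes, where chance gives 5.71%. In simulated data for this contrast (16736 genes simulated), 56.1% of genes changed by a log2 of 1 were recovered. Besides Clec7a, both called genes fell outside the naming rule and were chosen after their values were seen. BC064078 (chromosome 6, 128992952 to 129008040, a transcribed unprocessed pseudogene) stood at 16.3 to 31.6 CPM in SOD1_Clec7aKO and 0.680 to 1.47 in SOD1 (log2 fold change 4.56, SE 0.33, edgeR adjusted p 8.2e-06). Klrb1c (chromosome 6, 128778485 to 128789215) stood at 0.0576 to 0.293 CPM in SOD1_Clec7aKO and 2.86 to 6.37 in SOD1 (-4.52, SE 0.49, edgeR adjusted p 0.00117). Both lie within 1 Mb of Clec7a, and genes within 10 Mb of it had an unadjusted p under 0.05 more often than elsewhere. Klrb1c belongs to a family of related receptors between which counting could have split reads. The count was 11 without a filter on low counts, 40 with DESeq2 and 3 to 14 when single libraries were left out, with 14 in the absence of SOD1_1. It was 8 with the library number as a covariate and 15 with libraries 1 to 4 as a block, both added after the data were seen.

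None of the 5 lists differed between SOD1_Clec7aKO and SOD1 by camera or fry. The inflammatory mediators had a median log2 fold change of -0.17 (camera adjusted p 0.322, 2.0e-07 to 0.948 over its alternatives) with 9 of 26 members positive, and the phagocytosis list one of -0.06 (camera adjusted p 0.238, 0.0745 to 0.604 over its alternatives; fry adjusted p 0.380) with 14 of 35 positive. Leaving out single libraries moved the phagocytosis median from -0.163 (without SOD1_Clec7aKO_2) to -0.0147 (without SOD1_2), and the disease-associated one from 0.0367 (without SOD1_Clec7aKO_3) to 0.24 (without SOD1_2). The interferon list had a median of -0.08 (camera adjusted p 0.115, 2.4e-07 to 0.833 over its alternatives) and the disease-associated list one of 0.14 (camera adjusted p 0.322) with 17 of 24 members positive. For the homeostatic list the median was 0.14 and the mean 0.01, whereas camera gave a decrease (adjusted p 0.776). No member of any list was called over all genes (edgeR, Benjamini-Hochberg), and adjusted over the list alone 1 phagocytosis gene was lower. DESeq2 was not run on lists. Single libraries decided whether the inflammatory and interferon lists passed. Without SOD1_1, the inflammatory median was -0.47 (camera adjusted p 0.000745) and the interferon median -0.30 (2.4e-07). Without SOD1_Clec7aKO_3 they were -0.22 (0.0431) and -0.16 (0.0184), and without SOD1_Clec7aKO_4 -0.38 (0.000748) and -0.23 (0.000989). The sign changed to 0.06 for the inflammatory list without SOD1_2 and to 0.05 for the interferon list without SOD1_3, and without SOD1_Clec7aKO_1 the medians were 0.00114 and 0.02. The homeostatic median was -0.07 without SOD1_Clec7aKO_3 and -0.14 without SOD1_Clec7aKO_4. The levels of the inflammatory list followed the library number within groups, and with the library number as a covariate, added after the data were seen, its median was -0.52 (camera adjusted p 2.0e-07).

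The third comparison asked what the absence of Clec7a changes without the transgene. Clec7aKO microglia differed from nTg microglia in 1 higher and 4 lower genes of 16736 (edgeR adjusted p under 0.05), against 392 at an unadjusted p under 0.05 and 2 higher and 8 lower by DESeq2. The count was 4 to 8 when single libraries were left out, with 8 in the absence of nTg_1. Groups did not overlap in 3.67% of genes, where chance gives 5.71%. The naming rule gave Cd300lf (chromosome 11, 115116214 to 115133992, ENSMUSG00000047798.15), at 34.4 ± 1.92 CPM in nTg (n = 3) and 2.19 ± 0.446 in Clec7aKO (n = 4; log2 fold change -3.95, SE 0.35, edgeR adjusted p 0.000137). In the SOD1 groups Cd300lf stood at 48.2 ± 26.6 CPM in SOD1 and 29.8 ± 4.01 in SOD1_Clec7aKO (-0.70, SE 0.31, edgeR adjusted p 0.443). The difference between both contrasts was 3.25 (SE 0.47, p 6.1e-06 by edgeR, adjusted p 0.103 over 16736 genes), and genes within 5 Mb of Cd300lf had an unadjusted p under 0.05 more often than elsewhere. The other called genes were chosen after their values were seen. They were BC064078 (3.64, SE 0.35, edgeR adjusted p 0.000246), Klrd1 (chromosome 6, 129591782 to 129598775; -5.04, SE 0.55, edgeR adjusted p 0.000863) and Clec1a (chromosome 6, 129424772 to 129452000; -3.06, SE 0.44, edgeR adjusted p 0.0181), all within 1 Mb of Clec7a.

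Of the lists, only that of the interferon response was called between Clec7aKO and nTg microglia, with a median log2 fold change of 0.27 and 20 of 25 members positive (camera adjusted p 0.00307, 2.2e-05 to 0.643 over its alternatives). This call was not held under fry (adjusted p 0.830), and no member was called singly by edgeR. Without nTg_2 the median was 0.12 and without Clec7aKO_1 it was 0.21, both with the camera call lost. The homeostatic median was 0.09 (camera adjusted p 0.303), the disease-associated 0.11 (adjusted p 0.106, unadjusted 0.0494) and the inflammatory 0.11 (adjusted p 0.222). The phagocytosis list had a median of 0.07, a mean of -0.01 and a decrease by camera (adjusted p 0.779), and Cd300lf was its called member. Leaving out single libraries moved the phagocytosis median from 0.00137 (without Clec7aKO_4) to 0.10 (without Clec7aKO_3), and the homeostatic one from 0.0264 (without Clec7aKO_4) to 0.15 (without Clec7aKO_2). The disease-associated median was -0.04 without nTg_2, and camera called the list without nTg_1 (0.18, adjusted p 0.0152), nTg_3 (0.19, 0.000109) or Clec7aKO_3 (0.23, 0.000424). The inflammatory list was called without Clec7aKO_1 (0.25, camera adjusted p 0.00557), and its median was -0.01 without Clec7aKO_2 or Clec7aKO_4.

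Whether the effect of Clec7a differed with the transgene was tested as an interaction. No gene passed (0 of 16736 by edgeR), with 341 at an unadjusted p under 0.05 and 1 higher and 1 lower by DESeq2. Leaving out SOD1_1 gave 1 gene and leaving out nTg_3 gave 2. In simulated data for the interaction (16736 genes simulated), 9.23% of genes with a log2 difference of 1 were recovered and 68.2% at 2. The interaction of the lists was tested after the interferon list was seen to pass in one contrast only. The interferon list had a median interaction of -0.43, with 23 of 25 members negative (camera adjusted p 7.0e-05 over 5 tests, 1.0e-15 to 0.697 over its alternatives), which was not held under fry (adjusted p 0.720) or without SOD1_3 (-0.22, camera adjusted p 0.208) or SOD1_Clec7aKO_1 (-0.23, 0.697). The medians of the other lists were -0.09 (homeostatic, camera adjusted p 0.308), -0.04 (disease-associated, 0.767), -0.15 (inflammatory, 0.0648) and -0.11 (phagocytosis, 0.308). The homeostatic median was 0.00278 without SOD1_Clec7aKO_1 and 0.13 without Clec7aKO_4. The disease-associated median turned positive without SOD1_2 (0.08), SOD1_Clec7aKO_1 (0.02), SOD1_Clec7aKO_4 (0.03), nTg_2 (0.10, camera adjusted p 0.0464), Clec7aKO_2 (0.06) or Clec7aKO_4 (0.07). The inflammatory median was 0.16 without SOD1_2, and camera called the list without SOD1_1 (-0.46, adjusted p 2.0e-06), SOD1_Clec7aKO_3 (-0.32, 0.00132), SOD1_Clec7aKO_4 (-0.49, 2.7e-06), nTg_2 (-0.26, 0.0445), Clec7aKO_1 (-0.29, 0.00203) or Clec7aKO_3 (-0.28, 0.0172). Phagocytosis kept its sign without any library (-0.13 to -0.06). Over both SOD1 genotypes together, a contrast added after the data were seen, the Clec7a effect called 1 gene higher and 4 lower, with 1815 at an unadjusted p under 0.05 and 16 and 25 by DESeq2. That count reached 16 without SOD1_1.

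The response to the transgene was then set side by side with and without Clec7a, in contrasts that share no library. Between SOD1_Clec7aKO and Clec7aKO microglia, 4286 genes were higher and 3501 lower (edgeR adjusted p under 0.05), with 9098 at an unadjusted p under 0.05 and 4176 and 4061 by DESeq2. The libraries did not overlap in 36.6% of genes, where chance gives 2.86%. The count was 4095 with the dissociation stress list as a covariate. The naming rule gave Gpnmb, Ms4a7 and Igf1 again, with log2 fold changes of 7.95 (SE 0.64), 7.55 (SE 0.51) and 7.32 (SE 0.54), and Colec12 (chromosome 18, 9707595 to 9882644; 6.42, SE 0.31, 26.0 times higher in fibroblasts) and Apoc4 (chromosome 7, 19678083 to 19681479; 6.25, SE 0.42). The highest edgeR adjusted p among these 5 was 4.2e-07. Lower were Crybb1 (-3.28, SE 0.39), Csmd3 (chromosome 15, 47580637 to 48792063; -2.79, SE 0.36) and Gp9 (-2.70, SE 0.39), and the heat shock genes Hspa1b (chromosome 17, 34956436 to 34959238; -3.74, SE 0.52) and Hspa1a (chromosome 17, 34969190 to 34972156; -3.04, SE 0.39), with a highest edgeR adjusted p of 8.2e-05. Hspa1a and Hspa1b are near-identical copies, so their split is uncertain. Both belong to the dissociation stress list, and both calls, with that of Gp9, were lost when this list was a covariate. The mean log2 CPM of the stress list was 10.0 to 10.3 in nTg, 10.1 to 10.6 in Clec7aKO, 9.34 to 9.80 in SOD1 and 9.37 to 9.76 in SOD1_Clec7aKO libraries.

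Across the 8356 genes called in either contrast, both sets of log2 fold changes had a correlation of 0.928 (jackknife SE 0.0318) and an orthogonal slope of 1.03 (SE 0.112), and 98.8% had the same sign. Genes are not independent replicates, so no p-value is given. In 20 simulated sets with the same response in both genotypes the correlation was 0.911 to 0.924, the slope 0.980 to 1.00 and the same-sign share 96.9% to 97.7%. The slope was 1.18 with the stress covariate and 0.987 to 1.10 when single libraries were left out.

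**Figure D3:**
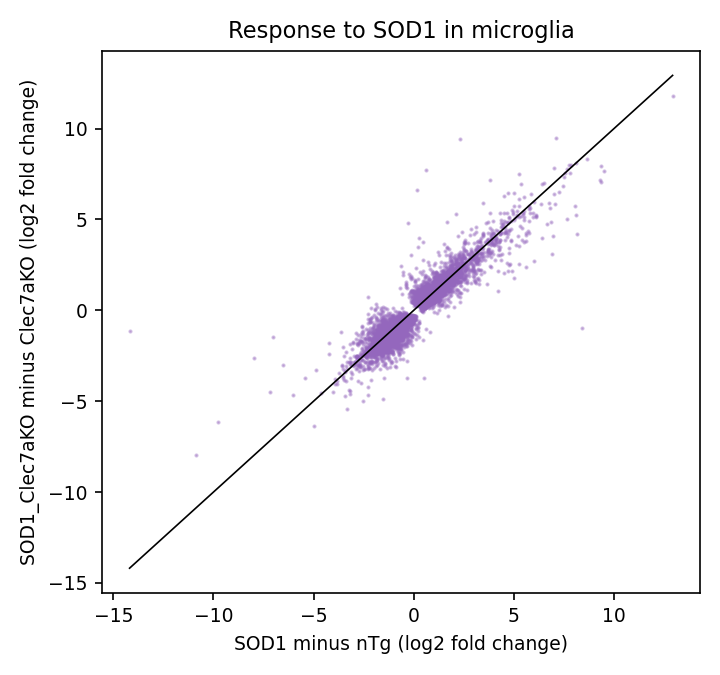
Log2 fold change of each of the 8356 genes called in either contrast, SOD1 minus nTg (horizontal axis) against SOD1_Clec7aKO minus Clec7aKO (vertical axis) in microglia, one point per gene, with the line of equal change. The points follow the line with a slope of 1.03 and a correlation across genes of 0.928.

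Microglia made up 35.6% ± 6.20 of the cells in nTg (SD, n = 3), 44.1% ± 2.64 in Clec7aKO (n = 4), 68.2% ± 2.72 in SOD1 (n = 3) and 72.9% ± 5.57 in SOD1_Clec7aKO (n = 4). The share was 32.6 percentage points higher in SOD1 than in nTg (exact permutation p 0.10, the smallest that 3 against 3 libraries allow) and 28.8 points higher in SOD1_Clec7aKO than in Clec7aKO (exact permutation p 0.0286, the smallest possible). Over all libraries, with labels exchanged within Clec7a genotype, the effect of the transgene was 30.7 points (exact permutation p 0.00143, the smallest possible). Between SOD1_Clec7aKO and SOD1 the difference was 4.68 points, with overlapping libraries (exact permutation p 0.286, smallest possible 0.0571), and 1.98 without SOD1_Clec7aKO_2 to 6.06 without SOD1_Clec7aKO_1. Between Clec7aKO and nTg it was 8.50 points without overlap (exact permutation p 0.0571, the smallest possible), and 5.09 without nTg_3 to 11.2 without nTg_2. Exchanged within SOD1 genotype, a test added after both contrasts were seen, the Clec7a genotype gave 6.59 points (exact permutation p 0.0114, smallest possible 0.00163), and with at most 5% mitochondrial UMIs 3.23 points (exact permutation p 0.286). All tests were two-sided.

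DAM-high cells made up 4.94% ± 1.81 of microglia in nTg (n = 3), 4.70% ± 1.20 in Clec7aKO (n = 4), 95.4% ± 1.37 in SOD1 (n = 3) and 95.9% ± 2.77 in SOD1_Clec7aKO (n = 4). The value of nTg follows from the definition. Without thinning the shares were 5.30%, 4.84%, 96.2% and 96.6%. SOD1 exceeded nTg by 90.4 points (exact permutation p 0.10, the smallest possible) and SOD1_Clec7aKO exceeded Clec7aKO by 91.2 points (exact permutation p 0.0286, the smallest possible). SOD1_Clec7aKO and SOD1 differed by 0.532 points (exact permutation p 0.80), and Clec7aKO and nTg by -0.234 points (exact permutation p 0.743). The stratified Clec7a effect was 0.149 points (exact permutation p 0.896), and it became -0.357 with the 90th percentile, -0.0164 without thinning, -0.221 without SOD1_1, -0.441 without SOD1_Clec7aKO_2, -0.329 without nTg_2 and -0.105 without Clec7aKO_2. The difference between SOD1_Clec7aKO and SOD1 was -0.209 points without SOD1_1 and -0.648 without SOD1_Clec7aKO_2, and that between Clec7aKO and nTg was 0.605 without nTg_3 and 0.231 without Clec7aKO_3. A share near 100% leaves little room for a rise, so the median disease-associated UMIs per 1000 of a microglial cell were also compared, a measure added after the data were seen. They were 17.0 ± 0 in nTg, 16.8 ± 1.26 in Clec7aKO, 124 ± 15.8 in SOD1 and 118 ± 33.2 in SOD1_Clec7aKO, with a difference of -5.54 between SOD1_Clec7aKO and SOD1 (exact permutation p 0.857, n = 4 and 3), which was 3.13 without SOD1_1, 0.833 without SOD1_Clec7aKO_3 and 5.83 without SOD1_Clec7aKO_4. Free RNA of other cells contributes to such scores and was not removed.

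Shares of 10 other classes were described in both contrasts, and none of the 20 tests could pass adjustment at these group sizes (smallest possible exact permutation p 0.10 and 0.0571 before adjustment, lowest adjusted p 0.25). SOD1 and nTg did not overlap in 7 classes. T and NK cells (1.20% ± 0.291 against 0.294% ± 0.130) and border-associated macrophages (0.913% ± 0.339 against 0.404% ± 0.0572) were higher in SOD1. Lower were, among 5 classes, endothelial cells (10.5% ± 1.28 against 18.2% ± 2.26), ependymal cells (4.68% ± 3.07 against 16.4% ± 3.93), astrocytes (3.87% ± 1.61 against 12.3% ± 5.00) and neurons (1.21% ± 0.421 against 2.46% ± 1.44). All shares of a library sum to 100%, so a rise of microglia lowers the others. Between SOD1_Clec7aKO and SOD1 only oligodendrocyte precursors did not overlap (3.12% ± 0.613 against 4.55% ± 0.978, exact permutation p 0.0571 before adjustment, n = 4 and 3).

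In the other classes the same contrasts asked how far changes extend beyond microglia. Astrocytes had 2250 genes higher and 1956 lower in SOD1 than in nTg of 12855 tested (edgeR adjusted p under 0.05), with 5532 at an unadjusted p under 0.05, 2082 and 1772 by DESeq2, and libraries that did not overlap in 48.9% of genes, where chance gives 10%. The count was 915 with the stress covariate, 1511 with at most 5% mitochondrial UMIs and 2765 without SOD1_3. Ccn5 (chromosome 2, 163820861 to 163833146) rose from 1 UMI in nTg to 802 in SOD1 (163 ± 26.7 CPM, n = 3), and Timp1 (X chromosome, 20870166 to 20874735) from 7 to 1088 (log2 fold change 8.39, SE 0.59, edgeR adjusted p 1.8e-08). Cst7 had 0 UMIs in nTg and 264 in SOD1 astrocytes, and was 23.7 times higher in microglia. Lower were C1qtnf4 (chromosome 2, 90885860 to 90890525; -3.81, SE 0.58, edgeR adjusted p 0.000104), Gria2 (chromosome 3, 80681450 to 80802835; -3.10, SE 0.37, edgeR adjusted p 9.2e-06) and Fam227b (chromosome 2, 125983483 to 126152004; -2.88, SE 0.55, edgeR adjusted p 0.000652), of which Fam227b was lost with the stress covariate.

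Endothelial cells had 99 genes higher and 1 lower in SOD1 than in nTg of 13165 tested (edgeR adjusted p under 0.05), with 762 at an unadjusted p under 0.05, 152 and 12 by DESeq2, and no overlap in 13.4% of genes, where chance gives 10%. With the replicate number as a block the count was 156. Leaving out a library gave 61 genes without SOD1_1, 66 without SOD1_2, 66 without nTg_1, 44 without nTg_2 and 40 without nTg_3. Ependymal cells had 157 higher and 5 lower of 15341, with 1181 at an unadjusted p under 0.05, 221 and 18 by DESeq2, and no overlap in 17.9%. The count was 98 without nTg_1 and 100 without nTg_2. Of the called genes 90 of 100 and 132 of 162 were over 20 times higher in another class, and without such genes 5 and 13 were called. Spp1 rose in endothelial cells from 1.35 ± 0.488 to 94.2 ± 20.1 CPM (log2 fold change 6.04, SE 0.28, edgeR adjusted p 5.3e-09) and was 130 times higher in microglia. Lyz2 (chromosome 10, 117277331 to 117282321; 5.03, SE 0.55, edgeR adjusted p 0.000239) was 189 times higher in border-associated macrophages. In ependymal cells Cst7 (chromosome 2, 150570415 to 150578944; 7.48, SE 0.78, edgeR adjusted p 3.6e-05) and Spp1 (7.19, SE 0.41, edgeR adjusted p 8.5e-09) were 77.5 and 138 times higher in microglia. Sod1 (chromosome 16, 90220754 to 90226329) rose from 246 ± 59.4 to 6595 ± 1540.5 CPM in endothelial cells (4.74, SE 0.28, edgeR adjusted p 9.5e-08) and by 5.34 (SE 0.29, edgeR adjusted p 5.9e-09) in ependymal cells, in which the transgene is not told from the mouse gene.

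Lower in SOD1 ependymal cells were Hes1 (chromosome 16, 30064384 to 30067796; -1.37, SE 0.25, edgeR adjusted p 0.00567) and the antisense gene Hotairm1 (chromosome 6, 52156902 to 52162119; -1.22, SE 0.27, edgeR adjusted p 0.0314), which is uncertain as strand use in counting is not stated. Hes1 was lost with the Xist covariate and Hotairm1 in 9 alternatives, 4 of them without SOD1_1, SOD1_2, nTg_1 or nTg_3 (edgeR adjusted p 0.0980 to 0.197). With the Xist covariate Cst7 was lost as well.

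Between SOD1_Clec7aKO and SOD1, 1 gene, Clec7a itself, was lower in endothelial cells (904 at an unadjusted p under 0.05, 2 higher and 1 lower by DESeq2), 1 higher and 4 lower in ependymal cells (1133, and 2 and 4) and 1 higher and 2 lower in astrocytes (1121, and 13 and 2), all by edgeR. Without a filter on low counts there were 147, 139 and 338. In astrocytes the count was 0 without SOD1_Clec7aKO_1, 21 without SOD1_1 and 88 without SOD1_Clec7aKO_3, in ependymal cells it was 1 to 6 and in endothelial cells 1 throughout. The naming rule gave Smim10l1 in ependymal cells (chromosome 6, 133104909 to 133110899, 3.64 Mb from Clec7a; 90.5 ± 1.48 CPM in SOD1, n = 3, against 53.3 ± 4.08, n = 4; log2 fold change -0.76, SE 0.12, edgeR adjusted p 0.0366) and Ccl2 in astrocytes (chromosome 11, 82035571 to 82037453; 176 ± 177 against 7.12 ± 5.14 CPM; -4.22, SE 0.68, edgeR adjusted p 0.0376). Ccl2 was 15.9 times higher in border-associated macrophages. Each call was lost in 15 alternatives. Smim10l1 was lost without any single library of SOD1, SOD1_Clec7aKO or nTg and without Clec7aKO_3 (edgeR adjusted p 0.0586 to 0.328), and Ccl2 without SOD1_2, SOD1_3, SOD1_Clec7aKO_1, SOD1_Clec7aKO_2, SOD1_Clec7aKO_4, nTg_2, nTg_3, Clec7aKO_3 or Clec7aKO_4 (edgeR adjusted p 0.0540 to 0.242).

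Positions on the genome were examined after the called genes were seen to lie near Clec7a, with the Clec7a effect over both SOD1 genotypes. In microglia, 40 of the 173 tested genes within 10 Mb of Clec7a (23.1%) had an unadjusted p under 0.05, against 10.7% of genes elsewhere. With genes higher in microglia left out, it was 14 of 71 in endothelial cells (odds ratio 3.55), 23 of 95 in ependymal cells (3.59) and 6 of 74 in astrocytes (1.75, Fisher's exact test across genes, p 0.172). Over these 3 classes, where a gene is counted once in each class that tests it, it was 43 of 240 tests (17.9%) against 6.62%, an odds ratio of 3.08. Of the 43, 30 were higher and 13 lower in the knockouts.

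**Figure D4:**
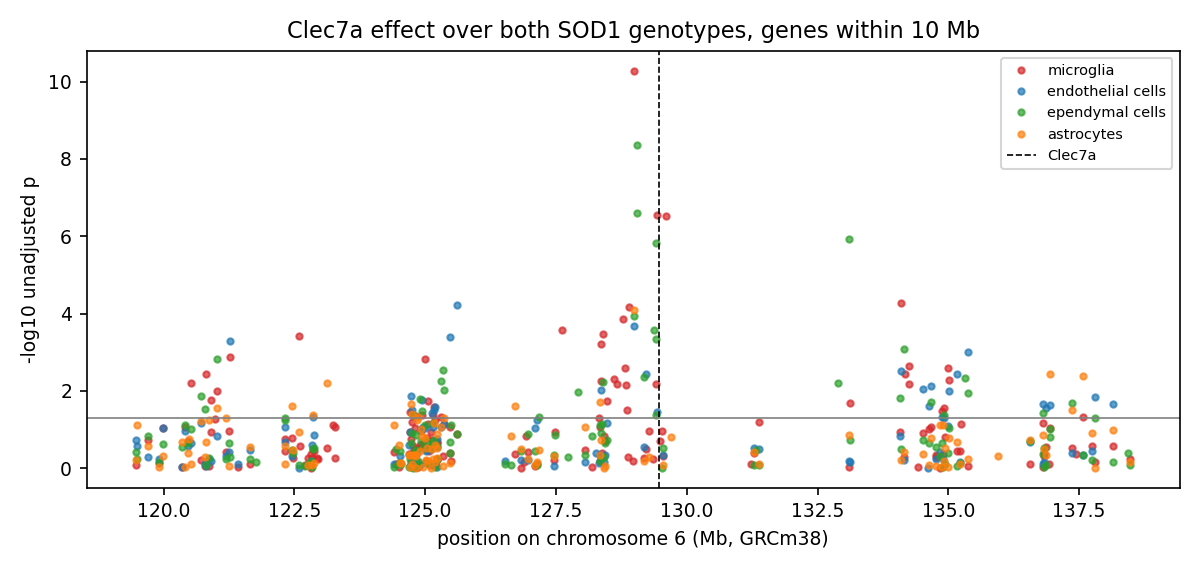
Minus log10 of the unadjusted p of the Clec7a effect over both SOD1 genotypes (vertical axis) against gene position on chromosome 6 in Mb (horizontal axis) within 10 Mb of Clec7a (dashed line), one point per gene and class, with a grey line at p 0.05. In microglia 40 of 173 and in ependymal cells 23 of 95 genes lie above the grey line.

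Differences between libraries of the same group were described by the first principal axis of log2 CPM after group means were removed, over genes with a mean log2 CPM above that of 20 CPM. It held 52.9% of the variance within groups in microglia, 44.0% in endothelial cells, 41.3% in ependymal cells and 43.4% in astrocytes. Its scores followed the library number in the labels, with Pearson's r of 0.954, 0.955, 0.880 and 0.751 and Spearman's rho of 0.916, 0.916, 0.952 and 0.872 in these classes. The permutation p within groups (20736 arrangements, two-sided) was 0.0026 for each r and 0.0054 for each rho after adjustment over 10 relations. Without the 2 libraries whose numbers were the most extreme for their groups r was 0.916, 0.924, 0.872 and 0.728. The labels do not say whether the number marks an order of preparation. In microglia its scores had an r of 0.0154 with the log2 median UMIs per cell (permutation p 0.957), or 0.293 without the 2 libraries of the most extreme depth for their groups.

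**Figure D5:**
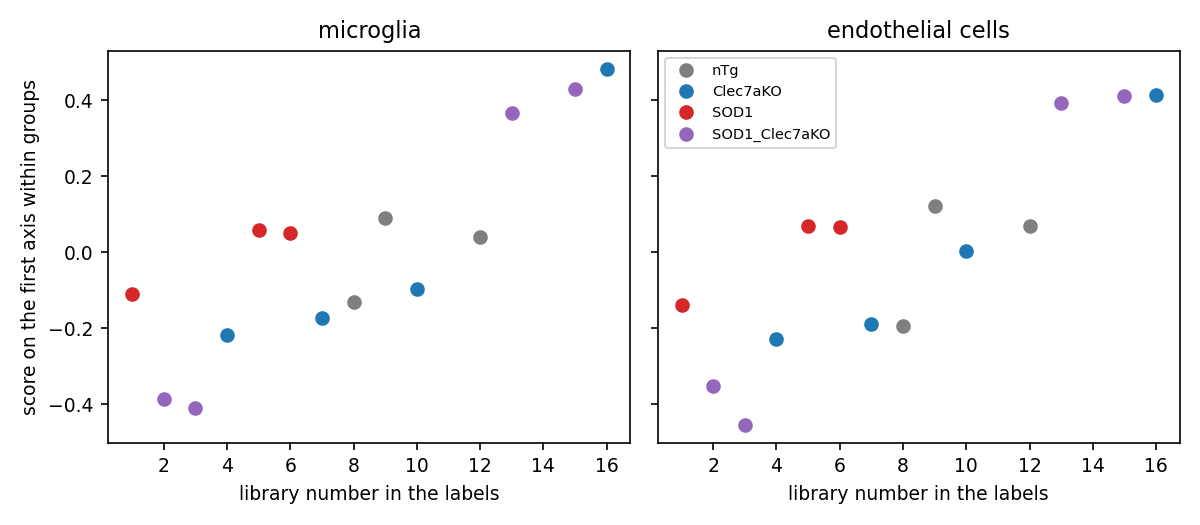
Score of each library on the first axis of differences within groups (vertical axis, no unit) against its library number in the labels (horizontal axis) in microglia and endothelial cells, coloured by group. Scores follow the library number with r 0.954 in microglia and 0.955 in endothelial cells.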

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

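The interaction of the lists, with all tests of it in this part, and the relation of list levels to the library number were tests chosen only after the results were seen, whereas the count of far libraries and the Xist covariate were planned.

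In groups of 4 libraries, the gap of the highest or lowest library to its nearest neighbour was set against the range of the group. Among 37 measures in both groups of 4, 5 of 74 groups (6.76%) had a library past the critical ratio, where chance gives about 1 in 20 groups (binomial p 0.311, with measures that are not independent). The 5 cases lay in Clec7aKO_4 (a pair), Clec7aKO_3, SOD1_Clec7aKO_1 and SOD1_Clec7aKO_4. This number was not above what chance gives, but it cannot show that each case is chance. The cases in Clec7aKO_3 and SOD1_Clec7aKO_4 are those of Xist, treated below.

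Gp9 in Clec7aKO_4 microglia stood at 62.8 CPM against 29.2 to 29.9 in the 3 other libraries (ratio 0.981), and Spp1 in the same library at 284 against 52.5 to 90.1 CPM (ratio 0.838). Slc2a5 in SOD1_Clec7aKO_1 stood at 32.3 against 10.2 to 13.9 CPM (ratio 0.831). All 3 genes were examined because the naming rule picked them, or for Spp1 also as a list member. With 6.76% of groups past the ratio, those of Xist included, chance remains an open explanation of these 3 genes, and no biological explanation was tested.

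Xist in microglia stood at 1380 CPM in Clec7aKO_3 against 0.0286 to 2.96 in the others of its group (ratio 0.998), and at 626 in SOD1_Clec7aKO_4 against 0.0218 to 0.0800 (ratio 1.00). Both libraries had 0 CPM of the Y-linked Ddx3y over all barcodes, and the other libraries of both groups 52.7 to 129. A library of another group under a wrong label is argued against, since SOD1_Clec7aKO_4 had 3204 CPM of Sod1 and 3.799 of Clec7a in microglia, and Clec7aKO_3 had 56.3 and 1.25, which are levels of the groups in their labels. Animals of different sex within a group are a candidate explanation, for which the Ddx3y values are what female animals would give, though the labels give no sex to compare. With Xist as a covariate, the microglia genes changed between SOD1 and nTg numbered 3535.

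The interferon response list differed between both Clec7a contrasts, with a median interaction log2 fold change of -0.43 and 23 of 25 members negative. By camera this passed (adjusted p 7.0e-05, 1.0e-15 to 0.697 over the alternatives) and by fry it did not (adjusted p 0.720). Among 100 splits drawn of the 1225 that exchange labels within SOD1 genotype, 27 gave as small a camera p, so chance cannot be excluded. Without SOD1_3 the median was -0.22 and without SOD1_Clec7aKO_1 -0.23, both with the camera call lost. Differences between library preparations that follow the library number stay open, although adjustment for the number did not shrink the median. With libraries 1 to 4 as a block the median was -0.47 and with the library number as a covariate -0.695, both with the camera call kept. These fits cannot decide it, since no nTg library was numbered 1 to 4. The numbers of SOD1 (1, 5 and 6) and nTg (8, 9 and 12) also did not overlap. The list levels followed the library number within groups with an r of 0.505 (permutation adjusted p 0.132). With the dissociation stress list as a covariate the median was -0.20 and the call was lost, which leaves stress open, as the covariate itself was lower in both groups with the transgene. Stress and preparation cannot be told apart from an effect of Clec7a that depends on the transgene. The groups hold 3 or 4 libraries and the interaction rests on single ones.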

How the results depend on the processing

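The library number as a covariate, libraries 1 to 4 as a block, the Clec7a effect over both SOD1 genotypes, the disease-associated UMIs per cell, the interaction of the lists and the stratified Clec7a effect on the microglia share were tests chosen only after the data were seen. Where a value changed and no reason is given below, the cause was not tested.

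With every alternative counted once per result, the Clec7a level was unchanged in 5 of 5, the disease response in 56 of 58, gene counts in 255 of 340, lists in 507 of 575, shares in 209 of 254 and named genes in 1100 of 1163. RLE size factors and Leiden resolution 0.5 changed no call or sign and moved no gene count by over 1.5 times. Of 41 named gene results, 30 kept their call under every alternative run, 11 lost it in 63 cases in all, and none reversed. The lost calls were those of Ccl2 (15), Smim10l1 (15), Xist (10), Hotairm1 (9), Clec7a between SOD1_Clec7aKO and Clec7aKO (8), and 1 each of Cst7 and Hes1 in ependymal cells (Xist covariate), Fam227b in astrocytes, and Gp9, Hspa1a and Hspa1b between SOD1_Clec7aKO and Clec7aKO (stress covariate).

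Gene counts in microglia moved as follows. Without a filter on low counts, which adds genes, there were 11 for SOD1_Clec7aKO minus SOD1, 10 for Clec7aKO minus nTg, 2 for the interaction and 28 for the Clec7a effect over both SOD1 genotypes. DESeq2 gave 40, 10, 2 and 41. The Xist covariate gave 3535 for SOD1 minus nTg. The stress covariate gave 4095 for SOD1_Clec7aKO minus Clec7aKO and 1 for the interaction. With genes over 20 times higher in another class left out, so that fewer were tested, there were 3 for Clec7aKO minus nTg and 3 for the effect over both genotypes. The library number as a covariate gave 8 for SOD1_Clec7aKO minus SOD1 and 26 for the effect over both genotypes, and libraries 1 to 4 as a block 15 and 10. Leaving out single libraries gave 3 to 14 for SOD1_Clec7aKO minus SOD1 (14 without SOD1_1), 4 to 8 for Clec7aKO minus nTg (8 without nTg_1), 0 to 2 for the interaction (1 without SOD1_1, 2 without nTg_3) and 5 to 16 for the effect over both genotypes (16 without SOD1_1).

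In endothelial cells, SOD1 minus nTg had 388 genes without a filter on low counts, 156 with the replicate block, 30 with the Xist covariate, 5 with genes of other classes left out, 352 with no doublets removed, 164 by DESeq2 and 40 to 122 without single libraries (61 without SOD1_1, 66 without SOD1_2 or nTg_1, 44 without nTg_2, 40 without nTg_3). SOD1_Clec7aKO minus SOD1 had 147 without a filter, 0 by edgeR with genes of other classes left out (against 904 at an unadjusted p under 0.05 with them), and 3 by DESeq2. In ependymal cells, SOD1 minus nTg had 586 without a filter, 23 with the Xist and 104 with the stress covariate, 13 with genes of other classes left out, 514 with no doublets removed and 98 to 209 without single libraries (98 without nTg_1, 100 without nTg_2). SOD1_Clec7aKO minus SOD1 had 139 without a filter, 0 by edgeR with only both groups in the fit (against 1133 at an unadjusted p under 0.05 and 6 by DESeq2 with all groups), 3 with the Xist covariate, 1 with libraries 1 to 4 as a block, 2 with no doublets removed, 2 with at most 5% mitochondrial UMIs and 1 to 6 without single libraries, with 1 without SOD1_3, SOD1_Clec7aKO_1, SOD1_Clec7aKO_2 or SOD1_Clec7aKO_3.

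In astrocytes, SOD1 minus nTg had 2427 genes with the Xist and 915 with the stress covariate, 1511 with at most 5% mitochondrial UMIs and 2765 to 4496 without single libraries (2765 without SOD1_3). SOD1_Clec7aKO minus SOD1 had 338 without a filter, 51 with the library number as a covariate, 15 by DESeq2, 5 with at most 5% mitochondrial UMIs, 5 with at least 200 genes and no UMI minimum, and 1 with each of only both groups in the fit, the Xist covariate, the stress covariate, genes of other classes left out and no doublets removed. Without single libraries it had 0 to 88 (0 without SOD1_Clec7aKO_1, 21 without SOD1_1, 88 without SOD1_Clec7aKO_3).

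No call or sign of a list changed for SOD1 minus nTg under any alternative run. For SOD1_Clec7aKO minus SOD1, the homeostatic median turned to -0.18 with the library number as a covariate. The inflammatory median was 0.00335 with the stress covariate and -0.52, now called by camera, with the library number. The interferon median was called at -0.11 with the Xist covariate and at -0.32 with the library number. Without single libraries the homeostatic median ran from -0.14 to 0.19 (-0.07 without SOD1_Clec7aKO_3, -0.14 without SOD1_Clec7aKO_4), the inflammatory from -0.47 (without SOD1_1) to 0.0596 (without SOD1_2) and the interferon from -0.30 (without SOD1_1) to 0.0454 (without SOD1_3).

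For Clec7aKO minus nTg, the disease-associated list was called at 0.15 with libraries 1 to 4 as a block and at 0.15 without the cell-cycle cluster. The inflammatory list was called at 0.30 with the Xist covariate, 0.18 with the library number and 0.44 with libraries 1 to 4 as a block, and reversed to -0.28 with the stress covariate. The interferon call was lost with the stress covariate (0.0606) and under fry (0.27). Without single libraries the disease-associated median ran from -0.0438 (without nTg_2) to 0.23 (without Clec7aKO_3), the inflammatory from -0.0130 (without Clec7aKO_4) to 0.25 (without Clec7aKO_1) and the interferon from 0.12 (without nTg_2) to 0.36, with the call lost without nTg_2 and, at 0.21, without Clec7aKO_1.

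For the interaction, the stress covariate gave 0.17 (homeostatic), 0.21 (disease-associated), 0.41 (inflammatory) and -0.20 (interferon, call lost), the Xist covariate 0.0408 (disease-associated) and -0.40 (inflammatory, called), and the library number -0.22 (homeostatic, called) and -0.67 (inflammatory, called). The inflammatory list was also called at -0.30 with libraries 1 to 4 as a block and at -0.24 without the cell-cycle cluster, and the interferon list, at -0.43, was not called under fry. Without single libraries the medians ran from -0.21 to 0.13 (homeostatic; 0.13 without Clec7aKO_4), -0.24 to 0.10 (disease-associated; 0.10 without nTg_2), -0.49 (without SOD1_Clec7aKO_4) to 0.16 (inflammatory; without SOD1_2) and -0.70 to -0.22 (interferon; call lost without SOD1_3, and at -0.23 without SOD1_Clec7aKO_1). Fits of only both groups were not run for the interaction, and DESeq2 was not run on lists.

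The slope of the disease response was 1.18 with the stress covariate, and its correlation 0.842 without a filter on low counts, which adds genes near 0 UMIs. The microglia share of SOD1_Clec7aKO minus Clec7aKO was 26.1 to 30.2 points without single libraries, its DAM-high share 90.01 to 92.15 points and its disease-associated UMIs 88.1 to 113, each with an exact permutation p of 0.0571, the smallest that 3 against 4 libraries allow. The stratified Clec7a effect on the microglia share was 3.23 points with at most 5% mitochondrial UMIs (exact permutation p 0.286). By edgeR on cells per class, the microglia log2 fold change was 0.94 for SOD1 minus nTg and 0.31 for Clec7aKO minus nTg, both past the threshold, which the permutations of 3 libraries cannot reach.

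The stratified Clec7a effect on the DAM-high share was -0.357 points with the 90th percentile and -0.0164 without thinning. Without single libraries it was -0.441 (without SOD1_Clec7aKO_2) to 0.630 points, that of SOD1_Clec7aKO minus SOD1 -0.648 (without SOD1_Clec7aKO_2) to 1.49 and that of Clec7aKO minus nTg -1.19 to 0.605 (without nTg_3). Of the disease-associated UMIs, Clec7aKO minus nTg was 0.0833 with at most 5% mitochondrial UMIs and -0.667 to 0.333 (without Clec7aKO_3) without single libraries, SOD1_Clec7aKO minus SOD1 -18.8 to 5.83 (without SOD1_Clec7aKO_4) and the stratified effect -9.54 to 2.79 (without SOD1_Clec7aKO_4). None of these differences passed a test.

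In no microglia contrast did all pairs of libraries with the same replicate number have a correlation over 0.1. Their correlations were -0.0931 to 0.0309 (SOD1 and nTg), -0.164 to 0.229 (SOD1_Clec7aKO and SOD1), -0.111 to 0.126 (Clec7aKO and nTg) and -0.174 to 0.377 (SOD1_Clec7aKO and Clec7aKO). In this order, 0 of 3, 2 of 3, 1 of 3 and 3 of 4 pairs were over 0.1. Between SOD1_Clec7aKO and Clec7aKO the mean was 0.204 with the same number and -0.0666 otherwise, so a partial pairing is not excluded there. Correlations were 0.0440 to 0.138 for SOD1 and nTg in ependymal cells and -0.0670 to 0.0206 in astrocytes, and for SOD1_Clec7aKO and SOD1 -0.166 to 0.1505 (endothelial), -0.158 to 0.128 (ependymal) and -0.185 to 0.0936 (astrocytes). With the number as a block, SOD1_Clec7aKO minus SOD1 had 7 genes in microglia, its inflammatory (-0.28) and interferon (-0.21) lists were called and its homeostatic median was -0.13. For Clec7aKO minus nTg the homeostatic median was -0.00334 and the inflammatory -0.10, and the inflammatory interaction was called at -0.12. The block also ended the call of Ccl2. It changed no other call or sign of a list and moved no other gene count but that of endothelial cells given above by over 1.5 times.

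Depth was not varied, so its part in what could be called was not tested. Microglia UMIs ran from 10864284 in nTg_3 to 100317229 in SOD1_2, and in simulated data with these depths and group sizes (16736 genes simulated) 56.1% of genes changed by a log2 of 1 were recovered for SOD1_Clec7aKO minus SOD1, and 9.23% for the interaction, with 68.2% at 2.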

Other observations

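Tests chosen only after the results were seen were all of this part except the spread of marker UMIs over endothelial cells, the gene counts of the planned contrasts and the comparison of the responses to the transgene.

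Genes that differed by Clec7a genotype lay near Clec7a on chromosome 6. In the 3 other classes pooled, with genes higher in microglia left out and a gene counted once per class, 17.9% of 240 tests within 10 Mb had an unadjusted p under 0.05, against 6.62% elsewhere, which argues against loss of Clec7a signalling as the cause of the clustering. Reads shared with Clec7a would lower the neighbours in the knockouts, but 30 of these tests gave a higher and 13 a lower level. An effect of the targeting cassette limited to 1 Mb leaves out genes at 1 to 10 Mb, where the odds ratio was 2.46, so it is not the whole cause. DNA of the donor strain around Clec7a is a candidate explanation, with an odds ratio of 3.08 over the other classes. Endothelial (3.55) and ependymal cells (3.59) carried this value. In astrocytes it was 1.75 (6 of 74, Fisher's exact test across genes, p 0.172), so an excess was not shown there. The labels give different strains for the SOD1 and the Clec7aKO mice. No sequence variants were examined. Over both SOD1 genotypes the called genes within 10 Mb, named after their values were seen, were BC064078, Clec1a and Klrd1 in microglia and Klrb1f (log2 fold change -7.79), Clec1b (1.52), Smim10l1 (-0.59) and a gene model in ependymal cells, so that calls in the Clec7a contrasts may follow from linked DNA.

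Cd300lf on chromosome 11 was lower in Clec7aKO than in nTg microglia. A loss of Clec7a signalling with a like effect in both SOD1 genotypes would give an interaction near 0, and it was 3.25 (SE 0.47). DNA of another strain around Cd300lf could also lower it. Genes within 5 Mb had an unadjusted p under 0.05 in 14 of 133 cases in microglia (10.5% against 2.20%, odds ratio 5.23), but the odds ratios in endothelial cells, ependymal cells and astrocytes were 1.33, 1.99 and 1.84 from 2, 4 and 4 genes, which are too few to decide.

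The first axis of differences within groups followed the library number. Differences between library preparations are a candidate explanation: the gene loadings of microglia and endothelial cells correlated with an r of 0.875 over genes higher in endothelial cells. With ependymal cells and astrocytes the r, over genes higher in those, was lower (0.729 and 0.479), so the axis was shared in part. RNA of microglia in the other cells would end the correlation with endothelial cells when genes higher in microglia were left out, but it changed by 0.0253. Depth per cell is argued against as the cause of the axis in microglia, since its r was 0.0154 (upper 95% limit 0.610), or 0.293 without the 2 most extreme libraries (upper limit 0.801), against 0.954 for the library number. Whether the number also stands for age or litter of the animals was not tested.

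The inflammatory mediator list varied within groups with the library number (Pearson's r 0.743, permutation adjusted p 0.0478; Spearman's rho 0.718, adjusted p 0.0692; r 0.680 without the 2 most extreme libraries). It also followed the dissociation stress list (r 0.802, permutation adjusted p 0.0026; rho 0.807, adjusted p 0.0054; r 0.771 without the 2 most extreme libraries). Preparation and dissociation may thus have shifted this list, and the relations do not separate them from differences between animals. The disease-associated and phagocytosis lists had an r of 0.251 and -0.178 with the library number.

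Between SOD1 and nTg, 222 of 262 genes called in endothelial and ependymal cells (84.7%) were over 20 times higher in another class, against 8.93% of tested genes. Free RNA of other cells is a candidate explanation. Microglia caught in the same droplet are another one: in SOD1 endothelial cells 56.1% of the UMIs of microglia markers lay in the 5% of cells with the highest share of them, where a Poisson spread by depth gave 5.19% (in nTg 40.0% against 8.22%). Both can hold together, and expression of such genes by a few of the cells themselves was not tested.

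Sod1 UMIs were higher in both SOD1 groups. The ratio of SOD1 to nTg ran from 21.7 in fibroblasts to 51.0 in mural cells among 10 classes, as transcripts of the human transgene counted on mouse Sod1 could give. Free RNA stays open as a part of it. The lowest class had 20.3% of the Sod1 level of the highest, while microglia markers stood in endothelial cells, ependymal cells and astrocytes at 2.63%, 2.89% and 6.32% of their level in microglia.

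Other splits of the libraries were used to ask whether chance can be excluded. Between 3 SOD1 and 3 nTg libraries the splits alone cannot do so, since 10 splits give no share under 0.1. Only 1 of 10, the real one, gave as many genes in microglia, endothelial cells, ependymal cells and astrocytes, and the other splits gave at most 1 gene in any of these classes. In microglia chance is also argued against by SOD1_Clec7aKO minus Clec7aKO, which shares no library with that contrast. There 1 of 35 splits gave as many genes as the 7787 of the real one, although another split gave 2453, and the responses of both contrasts had a correlation of 0.928 across genes, with 98.8% of the same sign. For the lists, 1 of 10 splits gave as small a camera p for the homeostatic, disease-associated and phagocytosis genes, and 4 of 10 for the inflammatory and interferon genes.

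The counts of the Clec7a contrasts include Clec7a itself. With it, 1 of 35 splits gave as many genes for Clec7aKO minus nTg in microglia and for SOD1_Clec7aKO minus SOD1 in endothelial and ependymal cells, and 1 of 100 drawn splits for the Clec7a effect over both SOD1 genotypes. With Clec7a left out, chance was still excluded in ependymal cells (1 of 35) and for the effect over both genotypes (1 of 100). It was not excluded for Clec7aKO minus nTg (2 of 35, both with 4 genes), and in endothelial cells Clec7a was the only gene called, so that all 35 splits gave as many. For SOD1_Clec7aKO minus SOD1 in microglia 2 of 35 splits gave as many genes, with 70 in the other split, and 3 of 35 with Clec7a left out, and in astrocytes 5 of 35 did, with up to 395 genes, and 6 of 35 with Clec7a left out. In both classes the split with the most genes set libraries numbered 1, 2 and 3 against those numbered 5, 6, 13 and 15, and so followed the library number. With the library number as a covariate the real contrast had 8 genes in microglia and 51 in astrocytes, and with libraries 1 to 4 as a block 15 and 2. For the interaction all of the 100 drawn splits gave at least as many genes, since the real one gave 0 by edgeR (341 at an unadjusted p under 0.05, 2 by DESeq2).

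For the lists chance was not excluded in any Clec7a contrast. For SOD1_Clec7aKO minus SOD1, 29 (homeostatic), 22 (disease-associated), 32 (inflammatory), 24 (interferon) and 10 (phagocytosis) of 35 splits gave as small a camera p. For Clec7aKO minus nTg it was 19, 21, 18, 12 and 26 of 35 in the same order, and for the interaction 46, 95, 68, 27 and 29 of 100.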
